# Therapeutic Actions of Hepatocyte Extracellular Vesicles in a Murine Model of Diet-Induced Steatohepatitis with Fibrosis

**DOI:** 10.3390/biomedicines13020274

**Published:** 2025-01-23

**Authors:** Xinlei Li, Ruju Chen, Sherri Kemper, Zhaohui Xu, David R. Brigstock

**Keywords:** MASLD, MASH, extracellular vesicle, exosome, hepatocyte, liver, fibrosis, therapy

## Abstract

Introduction: Metabolic dysfunction-associated steatohepatitis (MASH) is a leading cause of liver failure globally and is characterized by hepatic steatosis and inflammation, which may progress to fibrosis, the severity of which is highly predictive of patient demise and death. In view of the lack of treatment options for MASH, we investigated the therapeutic properties of extracellular vesicles (EVs) from normal human hepatocytes, which we have previously been shown to alleviate toxin-mediated hepatic fibrosis in mice. Methods: C57BI/6J mice were fed a choline-deficient amino acid-defined high (60%) fat (CDAA-HF) diet for up to 12 weeks while receiving i.p. administration of EVs purified from cultured human HepG2 hepatocytes. Results: CDAA-HF diet consumption resulted in severe hepatic steatosis, increased frequency of CD45+ lymphocytes and F4/80+ macrophages, robust production of aortic smooth muscle actin (ACTA2), and deposition of interstitial collagen, as well as altered serum levels of ALT, AST, cholesterol, triglycerides, alkaline phosphatase, unconjugated bilirubin, and total protein, thus recapitulating typical MASH phenotypes. EVs administered preventively or therapeutically resulted in the restoration of serum marker levels, reduced hepatic inflammation and attenuation of collagen deposition, ACTA2 production, and expression of fibrosis-associated genes. HepG2 EVs contained 205 miRs and, among the 30 most abundant miRs, seven (miRs-423-5p, -483-5p, -191-5p, -148a-3p, -423-3p, -92a-3p, -122-5p) are predicted to directly target fibrosis-related genes (*collagen*s, *ACTA2*, *MMP*s, and *TIMP*s). Conclusions: Hepatocyte EVs are therapeutic in a mouse model of diet-induced steatohepatitis with fibrosis. Further studies of hepatocyte EVs or their cargo components as novel therapeutics for MASH in humans are warranted, including treatment of fibrotic stages, which are associated with clinical demise and are predictive of patient death.

## 1. Introduction

Metabolic dysfunction-associated steatotic liver disease (MASLD) is a chronic disease of the liver that is characterized by hepatic fat accumulation without concurrent liver disease and the presence of at least one cardiometabolic risk factor [1]. An advanced form of the diseased, termed metabolic dysfunction-associated steatohepatitis (MASH), is characterized by hepatic lobular ballooning and inflammation with or without fibrosis of varying severity, and it is increasingly recognized as an emerging and highly burdensome public health issue [2,3]. In the USA, about 25% of the population is affected by MASLD [3], while MASH with moderate-to-advanced liver fibrosis affects 6–8 million people [4], with that number expected to increase. MASH can progress to liver cirrhosis and/or hepatocellular carcinoma (HCC), which are the leading causes of liver-related mortality. In early 2024, the first drug to treat MASH was approved by the U.S. Food and Drug Administration (FDA) [5]. However, other therapeutic treatment options are still urgently needed.

Liver fibrosis is the only histologic variable that independently predicts liver-related morbidity or mortality and all-cause death in MASLD patients [6]. Although there are various animal models available for MASH pathogenesis research and drug discovery, very few of these models recapitulate liver fibrosis pathogenesis. Western high-fat diet with fructose and cholesterol—for example, the Gubra Amylin NASH (GAN) diet (40% fat, 22% fructose, 10% sucrose, and 2% cholesterol)—feeding in C57BI/6 mice for up to 44 weeks results in enhanced body and liver weights, metabolic disorder, liver macro-steatosis, and inflammation, but hepatic fibrosis is mild and develops slowly, only becoming evident after about 10 months; this is a serious disadvantage of this and similar models for testing drugs for MASH, especially those with potential anti-fibrotic actions [7]. By contrast, methionine- and choline-deficient (MCD) or choline-deficient amino acid defined (CDAA) diet feeding in conjunction with high fat resulted in steatosis and inflammation, as well as, respectively, moderate or progressive liver fibrosis by week 8 [8], and these models are thus advantageous for accelerated progress in MASH drug discovery.

Extracellular vesicles (EVs) are membranous nanovesicles which contain a complex molecular payload (miRs, mRNAs, lipids, and proteins) that reflects the transcriptional and translational activity of their producer cells [9]. Delivery of EVs to recipient cells may result in functional alterations in the cells, depending on the molecular information received. In the liver, both parenchymal (hepatocytes) and non-parenchymal cells (e.g., hepatic stellate cells (HSC), macrophages, and sinusoid endothelial cells) release EVs under physiological or pathological conditions [10]. In diet-induced MASH models, EV release is increased according to MASH disease severity [11]. Recent studies have implicated EVs in promoting lipid accumulation in hepatocytes through mechanisms that involve EV cargo components such as miR-122, which promotes cholesterol and fatty acid synthesis [12]; HMGB1, which is transported in EVs from the intestine to liver, where it promotes steatosis [13]; miR-199a-5p or aldo-keto-reductase Ib7, which are enriched in ER-stressed adipose tissue during MASH and delivered in EVs to hepatocytes, where they promote hepatic steatosis and inflammation [14,15]; and miR-106b-5p from macrophages, which inhibits mitofusion expression, leading to hepatocyte mitochondrial dysfunction, impaired energetics, and enhanced lipid accumulation [16]. Other studies have shown that lipid-laden hepatocytes release EVs at a higher rate than normal hepatocytes, and that these EVs drive inflammatory responses by promoting hepatic macrophage recruitment and production of the pro-inflammatory M1 phenotype, which has been attributed, in part, to EV miR-122-5p and miR-192-5p, the latter of which targets the Rictor/Akt/FoxO1 pathway [17,18,19,20,21]. Finally, EVs released from lipid-laden hepatocytes also promote HSC activation [22] and induce angiogenesis in endothelial cells [23]. Collectively these studies strongly implicate EVs in driving multiple features of MASH.

While EVs from MASH-associated hepatocytes drive many aberrant processes and pathogenic features of the disease, EVs from normal non-injured hepatocytes, on the other hand, play a role in hepatic homeostasis and have protective and therapeutic properties. For example, we showed that EVs from normal non-injured mouse or human hepatocytes efficiently reverse injury, inflammation, and fibrosis in the livers of mice that were chronically exposed to carbon tetrachloride (CCl_4_) [24]. This finding raises the intriguing possibility that EVs from non-injured hepatocytes are similarly therapeutic in models of MASH for which there are very limited treatments options, despite the profound medical and financial burden of the disease. To address this question, EVs were purified from human hepatocytes and administered prophylactically or therapeutically via i.p. injection in mice that were concurrently fed a CDAA-HF diet for up to 12 weeks. Analysis of serum and liver tissues revealed that hepatocyte EVs reduced MASH-associated serological and hepatic components relating to liver injury, steatosis, altered lipid metabolism, inflammation, and fibrosis, the latter of which was attributed at least partly to the predicted action of EV miRs that target fibrosis-related mRNAs.

## 2. Materials and Methods

### 2.1. MASH Disease Model

Animal protocols were approved by the Institutional Animal Care and Use Committee of The Research Institute at Nationwide Children’s Hospital (Columbus, OH, USA). Male C57BL/6J mice (8 weeks old; n = 5 per group) purchased from the Jackson Laboratory were given either choline-deficient amino-acid defined (CDAA) diets with high (60%) fat (CDAA-HF (Catalog #A06071302, Research Diets Inc., New Brunswick, NJ, USA) for 4, 8, or 12 weeks, as we previously described [25], or normal chow food (2020X, Inotiv, West Lafayette, IN, USA). Some mice received EVs (4 × 10^8^ particles or 2 × 10^9^ particles) via i.p injection once (Monday), twice (Monday and Friday), or three times (Monday, Wednesday, and Friday) each week for the entire duration of CDAA-HF feeding (preventative dosing strategy), while other mice received EVs (1 × 10^9^ particles) 3 times per week (Monday, Wednesday, and Friday) for the last 6 weeks of an 8-week CDAA-HF diet (therapeutic dosing strategy). At the termination of the experiment, liver tissues were harvested after ketamaine/xylazine anesthesia. In some cases, blood was collected via cardiac puncture, and the livers were perfused through the left heart ventricle sequentially with PBS and 4% paraformaldehyde (PFA). One lobe of the liver was tied off with suture material after PBS perfusion and perfused livers were collected and weighed. Liver lobes were then used for paraffin embedding or were snap-frozen in liquid nitrogen for subsequent RNA extraction for real time quantitative polymerase chain reaction (RT-qPCR).

### 2.2. Histology and Immunofluorescence

Perfused mouse livers were fixed and embedded in paraffin. Paraffined sections of 5 μm thickness were cut and stained with hematoxylin and eosin (H and E) for histology, or with 0.1% Sirius Red (Sigma-Aldrich, St. Louis, MO, USA) for detection of collagen. Some slides underwent immunostaining with antibodies to F4/80 (Ca# 70076S,1:250, Cell Signaling, Danvers, MA, USA), CD45 (Cat# 70257S, 1:500, CST), ACTA2 (Cat# A700-082-T, 1:500; Thermo Fisher Scientific, Waltham, MA, USA), followed by Alexa Fluor 488 goat-anti mouse IgG, Alexa Fluor 568 goat-anti mouse IgG, Alexa Fluor 568 goat-anti rabbit IgG, or Alexa Fluor 488 goat-anti-rabbit IgG (all at 1:500; Thermo Fisher Scientific) for 1 h at room temperature. The slides were counterstained with 4′,6-diamidino-2-phenylindole (DAPI, 1:1000; Thermo Fisher Scientific) and mounted in glycerin jelly. The slides were examined by confocal microscopy, and positive signals were quantified using ImageJ (1.53k, National Institutes of Health, Bethesda, MD, USA).

### 2.3. Liver Function Tests

Blood was allowed to clot prior to centrifugation at 5000× *g* for 10 min to collect serum, which was and tested for alanine aminotransferase (ALT), aspartate aminotransferase (AST), cholesterol, triglyceride, total protein, alkaline phosphatase, unconjugated bilirubin, and conjugated bilirubin levels (IDEXX Laboratories, Westbrook, ME, USA).

### 2.4. Isolation and Characterization of EVs from HepG2 Cells

Human hepatocyte HepG2 cells (HB-8065, American Type Culture Collection, Manassas, VA, USA) were cultured with Dulbecco’s Modified Essential Medium (DMEM) supplemented with 10% fetal bovine serum and antibiotic-antimycotic. Cells were then switched to serum-free medium for 48 h before the culture supernatants were collected. Using our established methodology [26], EVs were purified by sequential differential centrifugation (300× *g* for 10 min, 2000× *g* for 20 min, 10,000× *g* for 30 min, and two steps of 100,000× *g* for 70 min), resuspended in DPBS, and characterized nanosight tracking analysis (NTA) using a Nanosight 300 instrument (Malvern Instruments, Westborough, MA, USA). Two videos were recorded for each sample, and NTA 3.2 Dev Build 3.2.16 software was used to estimate particle size and frequency. The recordings were performed at room temperature using a camera gain of 13, a shutter speed of 4.13 ms, and a detection threshold of 4. EV protein concentration was determined using a Pierce bicinchoninic acid (BCA) assay (Thermo Fisher Scientific). A total of 30 μg of EV or cell lysates were mixed with RIPA lysis buffer (Thermo Fisher Scientific) and subjected to sodium dodecyl sulfate–polyacrylamide gel electrophoresis on 10% gels and Western blot, with each sample being run in 3 separate lanes. Blots were cut and individual lanes were incubated with antibodies to CD63 (Cat# CBL553, Sigma Millipore, St. Louis, MO, USA), ALIX (Cat# MA1-83977, Thermo Fisher), CD9 (Cat# ab92726, Abcam, Cambridge, UK), Tsg101 (Cat# MA1-23296, Thermo Fisher), cellular marker Calnexin (Cat# NB100-1965SS, NOVUS, Centennial, CO, USA), or β-actin (Cat# MA1-140 Invitrogen, Waltham, MA, USA). Secondary antibodies were IRDye 800CW goat anti-mouse (Cat# 9a26-32210, LI-COR Biotechnology, Lincoln, NE, USA) or anti-rabbit (Cat# 926-32211, LI-COR). Blots were developed with a ChemiDoc MP imaging system (Bio-Rad, Hercules, CA, USA).

### 2.5. RNA Extraction and RT-qPCR

Total RNA from liver tissues, HepG2 cells, or HepG2 EVs was extracted using miRNeasy mini kits (Qiagen, Germantown, MD, USA). To measure fibrotic transcript expression in liver tissues, the RNA was subjected to one-step RT-qPCR using CFX Connect Real-Time PCR System and one-step iTaq Universal SYBR Green Supermix (Bio-Rad). Primers are shown in Table 1. For miR expression detection in HepG2 EVs or cells, RNA was first reverse transcribed to complementary DNA (cDNA) via miRCURY LNA RT kit (Cat# 339340, Qiagen), and the cDNA was then used for real-time PCR using proprietary miRCURY LNA miR PCR primers (Cat# 339306, Qiagen). Each reaction was run in duplicate, and samples were normalized to *GAPDH* or *UniSp6*.

### 2.6. EV miR Sequencing

Three different batches of HepG2 EVs were collected and used for RNA extraction with miRNeasy mini kits. Approximately 200 ng of RNA was subjected to Multiplex Small RNA Library preparation using NEBNext^®^ Small RNA Library Prep Set according to the manufacturer’s instructions. The library was then run on an Illumina MiniSeq platform. Quality control of the sequencing data was performed using miRTrace version 1.0.1 software, and the miR counts were normalized and subjected to target searching and functional prediction by miRWalk, an online open-source platform (http://mirwalk.umm.uni-heidelberg.de/ accessed on 14 November 2024) that generates predicted or validated miR-binding target sites by searching complete transcript sequences (which includes 3′UTR, 5′UTR, and coding sequence) with the random-forest-based approach software, TarpmiR [27].

### 2.7. Statistical Analysis

Experiments were carried out at least twice in duplicate or triplicate and data were expressed as mean ± SEM. Immunofluorescence images were quantified using ImageJ. RT-qPCR and imaging data were analyzed by student’s *t*-test. A *p*-value < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Establishment of MASLD Mouse Model

C57BI/6J male mice were fed with a CDAA-HF diet or chow food for 4, 8, or 12 weeks. Consistent with a previous report [8], 4 weeks of feeding with a CDAA-HF diet resulted in hepatocyte lipid droplet accumulation, enhanced immune cell infiltration, collagen deposition, and ACTA2 expression in the interstitial area (Figure 1A–C). Steatosis, collagen deposition, and ACTA2 expression increased over time during the 12 weeks of CDAA-HF feeding (Figure 1A). ACTA2 staining was principally associated with vessels in control animals, becoming more abundant and spreading interstitially to areas of weaker DAPI staining as hepatocyte lipid accumulated in CDAA-HF-fed mice. Consistent with the histological changes in the liver, serum ALT and AST levels were significantly elevated after 4 weeks of CDAA-HF feeding and remained consistently high for up to 12 weeks (Figure 1D,E). None of these changes were evident in control mice that were fed a normal chow diet (Figure 1A–C). CDAA-HF-fed mice also demonstrated alterations in serum liver function and metabolic components, as described below.

### 3.2. HepG2 EVs Ameliorate Fibrosis in MASLD Mice

EVs isolated from 48-hour serum-free conditioned medium from HepG2 cells had a mean diameter of 115 nm and were positive for CD63, ALIX, CD9, and Tsg101 (EV markers) but were negative for calnexin or β-actin, demonstrating a lack of appreciable contamination with cellular/cytosolic material (Figure 2A). Typical visual features of the EVs, as recorded during NTA, are shown in a captured video frame (Figure 2A inset) and in the video recording (Supplemental Movie S1). The original Western blot raw data are in Supplemental Figure S1.

HepG2 EVs were then injected one, two, or three times a week at two different doses during the entire time (4, 8, 12 weeks) for which C57BI/6J mice received a CDAA-HF diet (preventative model). Typical Sirius red staining is presented in the representative panels in Figure 2B, which shows that the high levels of collagen in mice receiving a CDAA-HF diet for 12 weeks were substantially reduced when the mice were concurrently administered 2 × 10^9^ EVs three times a week. The more complete analysis is shown in Figs 2C, in which data from each time point (4, 8, 12 weeks) were quantified by ImageJ and expressed as a function of EV dose (4 × 10^8^ or 2 × 10^9^ particles) and frequency (1, 2, or 3 i.p. injections per week). These data convincingly show that most EV dosing regimens were highly effective in reducing hepatic collagen. Whereas EVs at the 4 × 10^8^ particle dose once per week at week 4 or the particle doses of 2 × 10^9^ or 4 × 10^8^ at, respectively, once or three times per week at Week 8 were not effective in reducing collagen (Figure 2C), these data points appear to be spurious outliers; all other EVs doses were highly significant in their ability to suppress collagen deposition. Comparable data for ACTA2, a surrogate of HSC activation and fibrogenesis, revealed a consistent therapeutic attenuation of ACTA2 expression across all dosing parameters against a background of increasing DAPI staining which likely reflected improved hepatocyte viability, reduced steatosis, and parenchymal restoration (Figure 2D,E). These outcomes were reinforced via transcriptional analysis of expression of genes related to extracellular matrix and fibrosis (*COL1A1*, *COL3A1*, *ACTA2*, *CCN2*, *MMP2*, *RELN*, and *TIMP1*), which were suppressed by the EVs, sometimes in a complex manner that varied according to time, dose, and frequency of dosing (Figure 2F–H). Overall, these results showed that HepG2 EVs were preventative for fibrosis-related outcomes in the livers of mice on a CDAA-HF diet, including HSC activation, fibrosis, and ECM gene expression.

### 3.3. HepG2 EVs Ameliorate Immune Cell Infiltration

As assessed via immunofluorescent staining, there were increased levels of CD45 (lymphocyte marker) and F4/80 (macrophage marker) over the 12-week duration of CDAA-HF feeding (Figure 3A–D). Virtually every EV dosing regimen at all three time points in the preventative model resulted in a significant attenuation of CD45 and F4/80 signals, showing that CDAA-HF-induced inflammation and immune cell infiltration were effectively suppressed by the EVs.

### 3.4. HepG2 EVs Improve Liver Function

The CDAA-HF diet-induced increase in serum ALT at 12 weeks (Figure 1B) was slightly but non-significantly reversed by HepG2 EVs in the preventative model (Figure 4A), while the increased AST levels (Figure 1C) were significantly suppressed after EV administration (Figure 4B). In mice fed a CDAA-HF diet for 12 weeks, HepG2 EVs administered in the preventative model caused the suppressed level of serum cholesterol (Figure 4C) and triglycerides (Figure 4D) to be partially reversed, although the improvement was not significant in the case of cholesterol. Mice receiving a CDAA-HF diet for 12 weeks also had alterations in serum total protein (significant increase), alkaline phosphatase (upwardly trending), or unconjugated bilirubin (significant increase), and all such changes were significantly reversed by HepG2 EVs in the preventive model (Figure 4E–G). There were no significant changes in serum conjugated bilirubin in mice receiving a 12-week CDAA-HF diet with or without HepG2 EV administration (Figure 4H).

### 3.5. HepG2 EVs Are Therapeutic After Onset of MASLD

To test the therapeutic ability of EVs after onset of injury, mice were administered EVs (1 × 10^9^, 3 times a week) for the last 6 weeks of an 8-week CDAA-HF diet. EVs efficiently reduced the diet-induced body weight of mice (Figure 5A), even though the enlarged livers or the liver index were not significantly altered by the EVs (Figure 5B). Compared to the non-treated group, HepG2 EV-treated livers showed less large-droplet (macrovesicular) steatosis (Figure 5C). Consistently, elevated serum ALT level reduced significantly after HepG2 EV treatment (Figure 5D), which also caused a dramatic attenuation of ACTA2 protein production (Figure 5E) and reduced expression of liver fibrosis-associated genes including *COL1A1* and *CCN2* (Figure 5F).

### 3.6. HepG2 EV miR Profiling

miRs are important bioactive components in EVs payloads but can also serve as regulators, biomarkers, or therapeutic targets in liver diseases [28]. 

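HepG2 is an established human cell line derived from a liver tumor, and its extracellular vesicles (EVs) are membrane-enclosed particles that the cells release into the medium. EVs were collected from serum-free medium after 48 h of culture, with final spins at 100000 × g for 70 min, in 3 batches of 1 condition. About 200 ng of RNA went into each small RNA library, and 1 library per batch was sequenced on an Illumina MiniSeq. The authors checked read quality with miRTrace, and the submitters' processing notes name the genome build GRCh38. The aligner and the counting tool are not given in the sources used here. The authors deposited raw counts for 512 miR names, of which 196 had no count in any batch. The total was 8704 miR counts in batch 1, 10834 in batch 2 and 7933 in batch 3. At these totals, a count of 0 allows a share of up to 0.0345%, 0.0277% and 0.0378% of the miR counts, respectively (3 counts of the total). All 512 rows carry the same 3 counts in Supplemental Table S1, where miRs are ordered by their mean raw count. Each count was expressed as a share of the batch total, and means and SDs were taken over the 3 batches. With 1 condition, batches were compared only with each other. Nothing states whether the batches came from separate cultures, and the tests between batches set 1 library per batch against counting noise alone, so a small p may reflect technical spread. Intervals, floors and these p-values cover counting error only, because PCR reads without molecular identifiers are not independent molecules.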

HepG2 EV RNA was isolated and subjected to small RNA sequencing for miR profiling. A total of 205 miRs were identified (Supplemental Table S1), with miR-191-5p, miR-148a-3p, miR-320a, miR-423-5p, and miR-483-5p ranked as the top five most abundant miRs (Figure 6A). 

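In HepG2 EVs, miR-191-5p made up 19.5% ± 4.18 (SD, n = 3 batches) of the miR counts. It was followed by miR-148a-3p, an abundant miR of hepatocytes, with 11.4% ± 1.08, miR-320a with 9.87% ± 2.16, miR-423-5p with 9.27% ± 1.85 and miR-483-5p with 8.17% ± 0.367 (SD, n = 3 each). Together these miRs held 58.2% ± 9.10 of the counts, with 47.7%, 63.0% and 63.9% in batches 1, 2 and 3. They took ranks 1 to 5 in each batch, and in all 1000 resamplings of the counts summed over the batches. The lowest of these counts was 645 in batch 1, for miR-423-5p. miR-483-5p had 674, 904 and 667 counts in batches 1, 2 and 3, the lowest of the 5 in batches 2 and 3. The miR at rank 6 differed between the batches, with miR-21-5p at 637 counts in batch 1, miR-423-3p at 338 in batch 2 and miR-192-5p at 259 in batch 3. miR-191-5p exceeded miR-148a-3p by 8.04 percentage points (SD 3.42, n = 3), in 3 of 3 batches. The exact two-sided sign-flip test gave p = 0.25, the smallest value that 3 batches allow, so no order of neighbors could pass a threshold of 0.05. miR-148a-3p exceeded miR-320a, and miR-423-5p exceeded miR-483-5p, in 2 of 3 batches. miR-320a exceeded miR-423-5p in 3 of 3, but by a small margin, 0.603 percentage points on average (SD 0.739). On GRCh38, the precursor of miR-191-5p lies on the minus strand of chromosome 3 from 49020618 to 49020709, in an intron of DALRD3. MIR148A lies on chromosome 7 from 25949919 to 25949986, MIR320A on chromosome 8 from 22244962 to 22245043, and MIR423 on chromosome 17 from 30117079 to 30117172, in an exon of a transcript of NSRP1. MIR483 lies on chromosome 11 from 2134134 to 2134209, in an intron of IGF2, a growth factor gene of fetal liver.

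The 205 listed names were those with at least 2 counts summed over the batches, and 1 of them is a precursor name. Of these, 125 had a count in every batch, 57 in 2 batches and 23 in 1 batch, and 106 had fewer than 10 counts in sum. With no minimum, 316 names had a count, 111 of them a single one. With at least 10 counts in every batch, 54 miRs remained. Thinning the pooled counts to 50% left 156 miRs with at least 2 counts, so the number depended on the depth.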

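The 30 most abundant miRs held 88.4% ± 2.37 (SD, n = 3 batches) of the miR counts. They included all 3 leading miRs of the liver-enriched list, miR-148a-3p, miR-192-5p (2.99% ± 0.289) and miR-122-5p, the main miR of hepatocytes. The liver-enriched list, 9 miRs of which 7 had at least 2 counts, made up 16.3% ± 0.321 of the counts. miR-148a-3p alone held 70.5% of the list's pooled counts. In percentage points, the shares of miR-148a-3p (SD 1.08) and miR-122-5p (SD 0.789) varied more between batches than the list's sum (SD 0.321). That of miR-192-5p had a similar SD (0.289) on a far smaller mean share, so relative to its level it varied more than the sum. The miR-17-92 cluster and its paralogs made up 4.31% ± 0.986, and the miR-320 family 10.1% ± 2.17. miR-21-5p, a miR often raised in tumors, ranked at place 6 by mean raw count and in batch 1, but at place 8 in batches 2 and 3, with 7.32% (95% Wilson interval 6.79% to 7.88%) in batch 1, 2.47% (2.20% to 2.78%) in batch 2 and 2.76% (2.42% to 3.14%) in batch 3. The miRs listed for other cell types were rare, with 0.0142% for the blood cell list, 0.0414% for the endothelial list, 0.0754% for the stromal and smooth muscle list and 0.00383% for the muscle list. This covers the listed miRs only. Without replicate 1 the last 3 were 0.0218%, 0.0500% and 0%, and the muscle list had 1 count in all. The groups were listed before the deposited files were examined, but after the counts in Supplemental Table S1 had been seen.

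Of 64 miRs with at least 30 counts in sum, 24 differed in share between the batches at an adjusted p under 0.05, and 27 at an unadjusted p under 0.05, in a Monte Carlo version of the exact multinomial test. Of the 24, 16 were among the 30 most abundant. The share was highest in batch 1 for 19 of the 24, in batch 2 for 3 and in batch 3 for 2. miR-21-5p, miR-26a-5p (1.75%, 0.988% and 0.756%), miR-30d-5p (1.55%, 0.960% and 0.719%) and miR-99b-5p (1.52%, 0.766% and 0.681%) were among those highest in batch 1, each at an adjusted p of 6.4e-05 in the exact multinomial test, the smallest that its draws gave. With TMM-scaled totals (factors 1.23, 0.895 and 0.911), 22 miRs differed, 14 of them among the 24, and 8 were highest in batch 1, 9 in batch 2 and 5 in batch 3. DESeq2 size factors gave 21, with 8 highest in batch 1, 8 in batch 2 and 5 in batch 3. miR-30d-5p no longer differed with totals taken without the 5 most abundant miRs (adjusted p = 0.118, exact multinomial test). Without replicate 1, 4 of 50 miRs differed, and the calls were lost for miR-21-5p, miR-26a-5p, miR-30d-5p and miR-99b-5p (adjusted p of 0.829, 0.461, 0.399 and 0.872, exact multinomial test) and for miR-191-5p (0.890), while those for miR-122-5p and miR-423-5p were kept. The 30 most abundant miRs shared 28, 30 and 28 members with the top 30 of batches 1, 2 and 3, and the mean count at rank 30 was 1.08-fold that at rank 31.

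**Figure D1:**
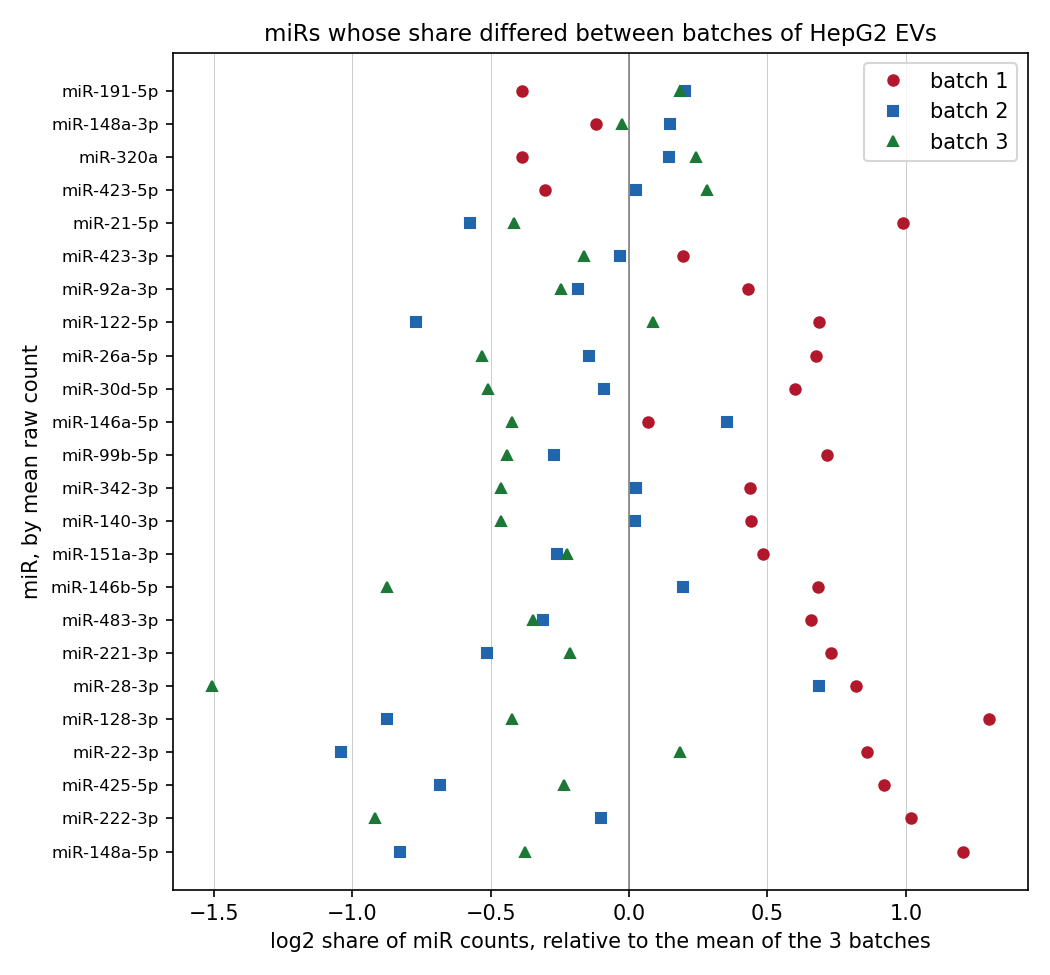
The 24 miRs whose share of counts differed between batches (1 row each, ordered by mean raw count). The x axis gives the log2 share in a batch relative to the mean log2 share of the 3 batches, and each point is 1 batch. miR-21-5p sits at 0.99 in batch 1, -0.57 in batch 2 and -0.42 in batch 3, and miR-191-5p at -0.39, 0.20 and 0.18. In this plot 19 of the 24 are highest in batch 1, against 8 of the 22 that differed with TMM-scaled totals.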

Next, the 30 most abundant miRs were searched on miRWalk for their potential targets; 10,636 predicted genes were retrieved, which were predicted by KEGG analysis to be involved in cancer; signaling via MAPK, Ras, or Rap1; or regulation of the actin cytoskeleton (Figure 6B). 

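The miRs miR-191-5p, miR-148a-3p, miR-423-5p, miR-483-5p, miR-423-3p, miR-92a-3p and miR-122-5p held ranks 1, 2, 4, 5, 7, 9 and 10 by mean raw count and together 55.6% ± 5.25 (SD, n = 3 batches) of the miR counts in HepG2 EVs. Of the lower-ranked ones, miR-423-3p made up 3.21% ± 0.409, miR-92a-3p, a member of the miR-17-92 cluster, 2.34% ± 0.641, and miR-122-5p 1.67% ± 0.789. miR-122-5p had 2.48% in batch 1, 0.905% in batch 2 and 1.64% in batch 3, and without replicate 1 it was no longer among the 10 most abundant. miR-423-5p and miR-423-3p come from 1 precursor, and the 5p arm exceeded the 3p arm by 1.52 ± 0.47 on the log2 scale (SD, n = 3). The 5p arm of miR-483 exceeded its 3p arm by 4.33 ± 0.63 on the log2 scale, and the log2 ratio of 5p to 3p of miR-148a was -6.56 ± 1.15.

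The paper's predicted target sites in collagen, ACTA2, MMP and TIMP genes (Supplemental Table S2) were recounted by distinct gene symbol. miR-423-5p had 21 symbols, with 9 collagen genes, 9 symbols that begin with MMP (the antisense gene MMP24OS among them), 2 TIMP genes and ACTA2, which encodes smooth muscle actin, a marker of activated stellate cells. Its collagen genes were COL4A1, COL5A1, COL5A3, COL6A3, COL12A1, COL14A1, COL20A1, COL24A1 and COL25A1. The ACTA2 site spans positions 88935195 to 88935210 of chromosome 10 on GRCh38, in the 3' UTR in exon 9 of 9. miR-483-5p had 10 symbols, with 6 collagen genes, 2 MMP genes and 2 TIMP genes. Its site in COL3A1, which encodes a fibrillar collagen, lies on chromosome 2 from 189012387 to 189012405, in the 3' UTR. The RT-qPCR measurements were not analysed here.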

The presence of seven abundant miRs (miR-191-5p, miR-148a-3p, miR-423-5p, miR-483-5p, miR-423-3p, miR-92a-3p, and miR-122-5p) in HepG2 EVs, as well as in the HepG2 producer cells, was confirmed by RT-qPCR miR (Figure 6C), and they are of interest because they are predicted to have mRNA targets that are fibrosis-related (*collagen*s, *ACTA2*, *MMP*s, and *TIMP*s). miR-423-5p was predicted to have the largest target repertoire; as many as 19 gene targets were identified, which included 8 collagen genes, 8 *MMP*s, 2 *TIMP*s, and *ACTA2*. miR-483-5p was predicted to target 10 such genes, including 6 collagen genes, 2 *MMP*s, and 2 *TIMP*s (Figure 6D). Finally, several other miRs in HepG2 EVs, including miR-191-5p, miR-148a-3p, miR-423-3p, miR-92a-3p, and miR-122-5p, were also predicted to target between one and seven fibrosis-related gene targets (Figure 6D). 

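By distinct gene symbol in Supplemental Table S2, miR-423-3p had 6 fibrosis-related target genes, of which 4 were MMP genes. miR-92a-3p had 6, with 3 collagen and 3 MMP genes, miR-148a-3p had 4, with COL7A1, COL10A1, COL12A1 and MMP15, and miR-122-5p had 4, with COL14A1, COL27A1, MMP7 and MMP24. miR-191-5p, the most abundant miR in the EVs, had 1, COL18A1, whose site lies on chromosome 21 of GRCh38 from 45512717 to 45512743, in the 3' UTR. MMP15 and MMP24, both membrane-type metalloproteinases, were each predicted for 4 of the 7 miRs, and 12 of the 33 genes were predicted for at least 2. TIMP2 was predicted for 3 of the 7, miR-423-3p, miR-423-5p and miR-483-5p. The site of miR-148a-3p in COL10A1, a collagen of short chains, lies on chromosome 6 from 116119544 to 116119580, and that of miR-122-5p in MMP7, a secreted metalloproteinase, on the minus strand of chromosome 11 from 102520684 to 102520715. The paper takes the 7 miRs to be of interest because of these predicted targets. It proposes that abundant miRs may contribute to the effects of the EVs on liver disease.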

The full list of miR and their predicted transcript binding sites is shown in Supplemental Table S2.

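Supplemental Table S2 lists predictions made with miRWalk, which scores how a miR may pair with a transcript. Its 69 rows hold 57 distinct sites for 52 pairs of a miR and a gene, and all rows are marked as lying in the 3' UTR. The site sequences were searched in the GENCODE 29 transcripts of GRCh38, and 54 of the 57 were found in an annotated 3' UTR of at least 1 transcript of their gene. The other 3, all in COL14A1, were not found. Some sites lay in a minority of the transcripts. Those of miR-423-5p and miR-483-5p in COL4A1 were in 1 of 18. Those of the same miRs in MMP19 were in 1 of 9, and that of miR-423-5p in MMP24OS in 1 of 12, each annotated for nonsense-mediated decay, a breakdown of the RNA. Positions 2 to 8 of a miR are its seed, the part that most determines pairing. Pairing without mismatch or G:U wobble to the whole seed was present at 4 sites, those of miR-148a-3p in MMP15, miR-423-5p in MMP14 and in MMP24OS, and miR-483-5p in TIMP2, which encodes an inhibitor of metalloproteinases. At 2 more sites, miR-122-5p in MMP7 and miR-423-5p in MMP24, positions 2 to 7 were paired in this way. With G:U wobble allowed, a further 16 sites held a stretch that could pair with the whole seed and 5 with positions 2 to 7. The remaining 30 held neither. These stretches were looked for anywhere in the site sequence, not in the predicted pairing, so some may not face the seed. In the site of miR-483-5p in COL8A1, which the table does not mark as a seed match, the stretch lies at the 5' end. The table itself marks 37 of the 57 sites as a seed match, among them some of these 30, such as that of miR-148a-3p in COL10A1. The MMP14 site of miR-423-5p lies on chromosome 14 from 22846240 to 22846293 and the TIMP2 site of miR-483-5p on the minus strand of chromosome 17 from 78853570 to 78853618. Of the 52 pairs, 5 are marked in the table as also predicted by TargetScan or miRDB, and 1, miR-423-5p with TIMP3, has an entry in its column for experimental evidence. The whole sequences of 49 sites, matched exactly, occurred in the transcripts of 1 gene only. Sites were 14 to 56 bases long, and a long sequence is seldom repeated. The sites of miR-92a-3p and miR-483-5p in COL8A1 had sequences found in 103 and 45 genes, that of miR-483-5p in MMP19 in 28, and that of miR-423-5p in COL20A1 in 16. Over the central 14 bases alone, these sites matched 3344, 279, 28 and 540 genes. The site of miR-423-5p in MMP8 that starts at 102712264 went from 1 gene to 28.

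**Figure D2:**
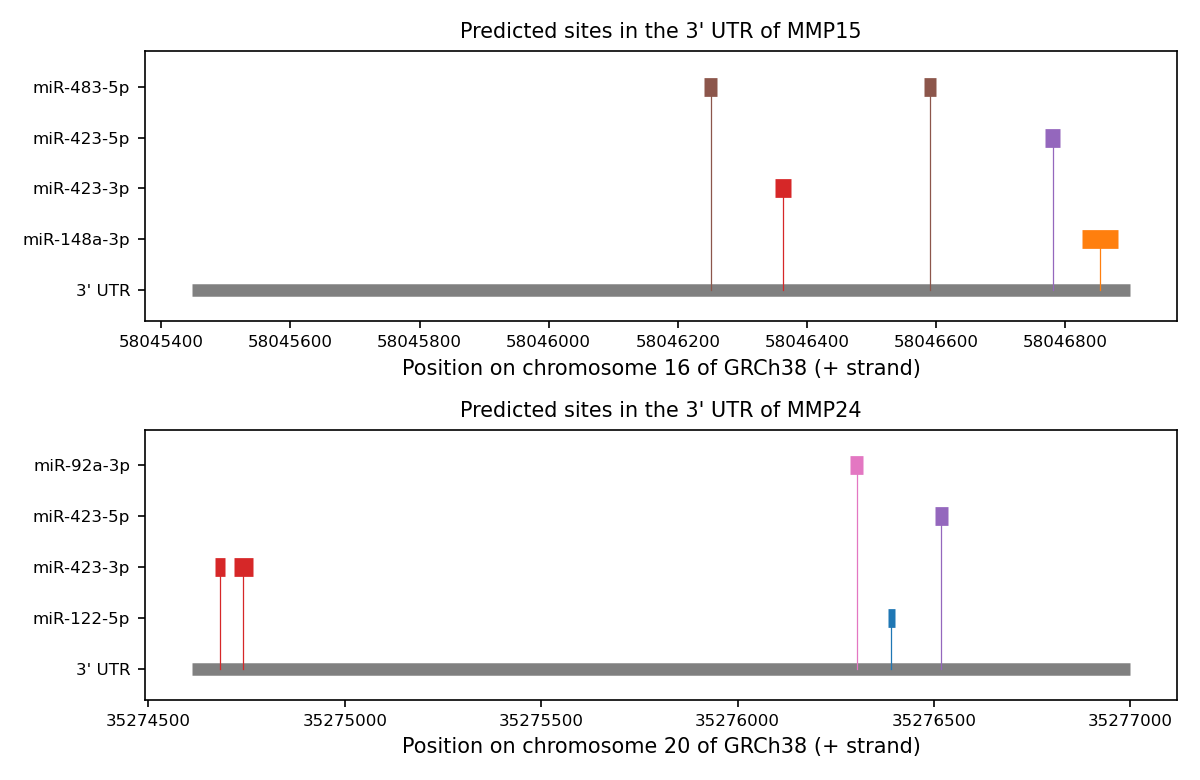
Predicted sites in the 3' UTRs of MMP15 (1455 bases) and MMP24 (2391 bases), drawn to scale. The x axis gives the position on GRCh38, the grey bar is the 3' UTR and each colored block is 1 site of the miR named at its row. MMP15 carries 5 sites of 4 miRs, and the site of miR-148a-3p, from 58046826 to 58046881, lies nearest to the end of the 3' UTR at 58046901.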

## 4. Discussion

CDAA-HF diet feeding represents one of the most rapid and robust approaches to induce liver fibrosis in models of MASLD in C57BI/6 mice [8,10]. In this study, progressive collagen deposition and ACTA2 production was seen as early as 4 weeks after initiation of feeding, becoming progressively more advanced after 8 or 12 weeks. These features allowed us to determine anti-fibrotic actions of hepatocyte EVs in this MASLD mouse model using preventative or therapeutic approaches. In the preventative approach, hepatocyte EVs were administered upon initiation of CDAA-HF diet feeding over 4-, 8-, or 12-week periods and resulted in attenuation of diet-induced collagen deposition, ACTA2 expression, pro-fibrotic gene expression, infiltration of lymphocytes, and macrophages, as well as improvements in serum AST or triglyceride levels. In the therapeutic approach, EVs were administered two weeks after the initiation of an 8-week CDAA-HF feeding regimen. As compared to their non-treated counterparts, mice receiving EV treatment demonstrated less lipid accumulation, reduced liver injury, and dramatic suppression of ACTA2 induction and pro-fibrotic gene expression. Collectively, the data indicate that hepatocyte EVs not only prevent but, importantly, can also reverse liver fibrosis in MASLD mice.

We are not aware of prior reports in which hepatocyte EVs have been shown to be therapeutic in MASLD models, but EVs from mesenchymal stem cells have been studied in this regard. Anti-steatotic, anti-inflammatory, and anti-oxidant actions and regulation of associated gene expression have been demonstrated in mice and rats that were treated with mesenchymal stem cell EVs and exposed to diets such as methionine–choline-deficient, high-fat, or high-fat, high-cholesterol [29,30,31,32,33,34,35,36], or in LPS-treated melanocortin-4 receptor-deficient (Mc4r-KO) mice maintained on a Western diet (a rapid MASH model) [30]. EV components, including several miRs (e.g., miR 24-3p, 96-5p, 223-3p, 627-5p) [31,32,33,35] and one protein (CAMKK1) [36], were implicated in mediating some of the anti-steatotic or anti-inflammatory actions in lipid-laden hepatocytes. However, a drawback in these studies is that animal models were used in which the fibrotic component is slow to develop and/or mild, and scant information was reported regarding MSC EV anti-fibrotic actions. While certain anti-fibrotic actions were noted, such as suppressed collagen expression or reduced Sirius red staining [30,35], underlying mechanisms were not addressed. The results of this current investigation show that several therapeutic properties of hepatocyte EVs are similar to those of stem cell EVs, but the robust fibrotic response in our mouse model allowed us to demonstrate strong anti-fibrotic aspects of EVs, which are of particular importance given the clinical importance of MASH fibrosis for patient outcomes.

HepG2 EVs contained several abundant miRs including miR-191-5p, miR-148a-3p, miR-320a, miR-423-5p, and miR-483-5p, which may contribute to their ability to prevent or reverse the various MASLD-related pathologies. Given the importance of fibrosis as a prognostic indicator in MASH, we used miRWalk to screen for EV miRs that target fibrosis-related genes such as *collagen*s, *ACTA2*, *MMP*s, and *TIMP*s based on the predicted presence of miR-binding sites in the 3′-UTR or 5′-UTR, which, upon binding by the specific miR, results in post-transcriptional cleavage or repression of the respective target gene. MiR-423-5p and miR-483-5p were particularly notable because they are predicted to target, respectively, 19 and 10 components in these gene families, with miR-191-5p, miR-148a-3p, miR-423-3p, miR-92a-3p, and miR-122-5p also predicting to have potential fibrosis-related gene targets. Consistent with these predictions, HepG2 EVs were previously shown to contain a high level of miR-423-5p, which exerted an anti-fibrotic effect in HSC, which was reduced in the EVs after cellular stress with ethanol or lauric acid [37]. Anti-fibrotic actions of miR-483-5p have been similarly reported in recent studies from this and other laboratories. For example, we reported that miR-483-5p is more highly expressed in serum EVs from normal mice versus fibrotic mice or from healthy human subjects versus hepatitis B patients with F3/F4 fibrosis [38]. We showed that a miR-483-5p mimic suppressed expression of *ACTA2*, *COL1A1*, and *CCN2/CTGF* in activated HSC and proposed that the presence of miR-483-5p in serum EVs from healthy individuals contributed to the anti-fibrotic actions of these EVs in mouse CCl_4_ fibrosis models and HSC activation in vitro [38]. In other studies, miR-483-5p and its complementary strand miR-483-3p were identified from a human embryonic liver [39], and a significantly decreased expression of miR-483 was observed in fibrotic livers in rat fed with choline-deficient methionine supplemented diet for 4 weeks [40]. A follow-up study demonstrated that miR-483 overexpression in CCl_4_-injured mouse livers inhibited liver fibrosis, with both miR-483-5p and miR-483-3p having anti-fibrotic activities that, respectively, targeted *PDGF-β* and *TIMP2* [41]. Finally, retrospective clinical analysis found that serum miR-148a-3p levels were negatively correlated with TGF-β or FIB4 liver fibrosis scores in HCC patients with hepatitis C virus infection, suggesting that high miR-148a-3p levels are associated with prolonged survival [42], but it remains to be seen whether the inhibitory effect of miR-148a-3p on TGF-β, a key cytokine that plays central role in the development of liver fibrosis, was direct or indirect. A potential limitation or complication of our findings is that components with inhibitory or stimulatory effects on fibrosis are predicted to be regulated by the same miR, such as miR-148a-3p, which targets *COL10A1*, which is pro-fibrotic, but also *MMP15* and *MMP16*, which may be anti-fibrotic. The biological outcome in such instances will be the focus of our future studies, which will involve the up- or down-regulation of these key miRs in an effort to establish their individual and collective functional roles, as well as their specific molecular targets and roles in fibrosis.

Prior studies have shown that EVs from normal non-injured hepatocytes can stimulate hepatocyte proliferation and repopulation [43], as well as suppressing fibrogenesis in HSC in vitro, inhibiting CCl_4_-mediated fibrosis in vivo, and reversing the suppression of proliferation of, or altered gene expression in, hepatocytes exposed to CCl_4_ or ethanol [24,44]. On the other hand, EVs produced by hepatocytes that are stressed, injured, infected, or tumorigenic have quite different properties, which are pro-pathogenic and promote disease processes. EVs from HBV-, HCV-, or HEV-infected hepatocytes move viruses between hepatocytes [45,46,47], promote T cell production, drive HSC activation [48,49], and stimulate macrophage activation and immune function, the latter of which also occurs after exposure of the cells to alcohol [50,51,52]. EVs from CCl_4_-treated hepatocytes drive a positive feedback loop between HSC and T cells involving a TLR3-IL-17A axis that enhances liver fibrosis [53], while EVs from free fatty acid- or lysolecithin-treated hepatocytes stimulate chemotaxis and pro-inflammatory molecule production by macrophages [17,18], endothelial cell tube formation and angiogenesis [23], and HSC activation [22,54]. The ability of hepatocytes to produce either therapeutic or pathogenic EVs, depending on the environmental conditions, suggest that the balance between these various EV populations is an important factor in disease progression and further suggests that hepatocyte EVs may play a protective role in dampening the impact of injury on hepatocyte function and protecting the liver from downstream deleterious signaling (inflammation, fibrosis). Future studies will address this important putative homeostatic property, as well as defining the inflection point at which the hepatocyte EV population becomes pro-pathogenic after various types of liver injury.

In conclusion, the results of this study show that liver injury, altered liver function, steatosis, inflammation, fibrosis, and fibrosis-related gene expression are ameliorated by hepatocyte EVs when administered preventatively or therapeutically in a mouse MASH-like model. In view of the association between liver fibrosis severity and the clinical demise of the MASH patient, the anti-fibrotic actions of hepatocyte EVs identified in this study may have particular importance for clinical utility and may be attributable to high levels of EV miRs that are predicted to target genes central to fibrosis development.

## Figures and Tables

**Figure 1:**
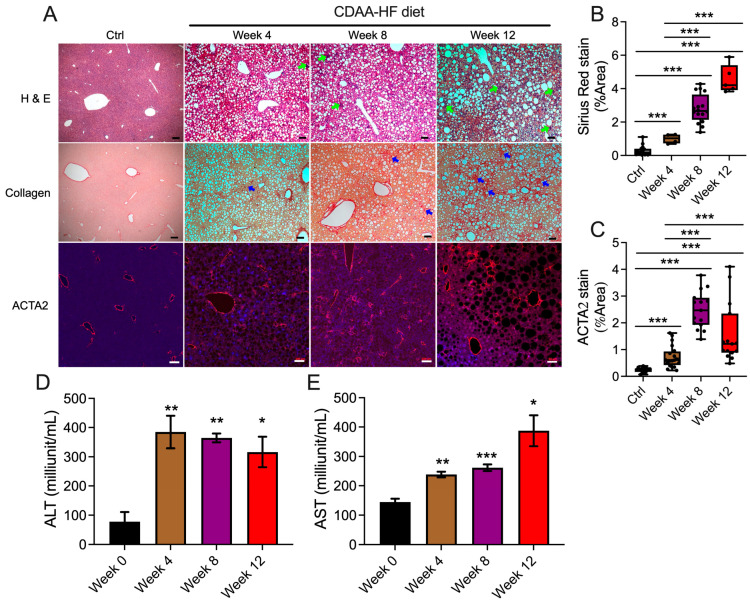
Histological, fibrotic, and functional changes in livers of mice fed a CDAA-HF diet. C57Bl/6J mice were fed a CDAA-HF diet for 4, 8, or 12 weeks after which they were sacrificed. The same age mice fed with chow food for 8 weeks were used as control. (**A**) Livers were collected, sectioned, and stained with H&E, Sirius Red, or anti-ACTA2, the latter being developed with fluorescent secondary antibody. Green arrows indicate inflammatory infiltration aggregates; blue arrows show interstitial collagen deposition. Scale bar = 100 μm (Ctrl, week 4 or 8) or 50 μm (week 12). Blue staining is DAPI. (**B**) Collagen deposition was quantified via ImageJ analysis of Sirius Red staining. (**C**) ACTA2 intensity was quantified via ImageJ analysis of ACTA2 immunofluorescence. Liver function tests were performed on serum for (**D**) ALT or (**E**) AST. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.005.

**Figure 2:**
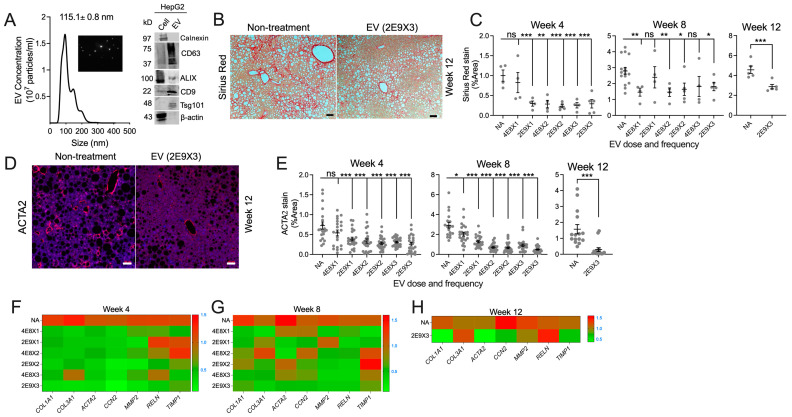
HepG2 EVs reduce collagen deposition, ACTA2 production, and lipid metabolism gene expression. (**A**) HepG2 EV characterization via NTA (left; the inset shows a typical video frame from the analysis) and Western blot (right). Original raw data are in Supplemental Movie S1 and Supplemental Figure S1. (**B**) Collagen deposition detected via Sirius Red staining in liver sections from CDAA-HF-fed mice with no treatment, or which received HepG2 EV treatment of 2 × 10^9^ particles three times a week for 12 weeks (scale bar = 100 μm). (**C**) ImageJ quantification of collagen deposition in mice receiving EV doses of 4 × 10^8^ particles or 2 × 10^9^ particles, once (“X1”), twice (“X2”), or three times (“X3”) per week for 4, 8, or 12 weeks. (**D**) ACTA2 detection by immunofluorescence assay of livers from (**B**). Blue staining is DAPI. (**E**) ImageJ quantification of ACTA2 intensity in mice from (**D**). Frozen liver tissue from mice maintained on a CDAA-HF diet for (**F**) 4, (**G**) 8, or (**H**) 12 weeks were subjected to RNA extraction, reverse transcription, and quantitative detection of extracellular matrix gene *COL1A1*, *COL3A1*, *ACTA2*, *CCN2*, *MMP2*, *RELN*, and *TIMP1* via real-time PCR. The y-axis indicates EV dose, with the frequency of administration per week denoted as “X1” (once), “X2” (twice), or “X3” (three times). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.005. ns, non-significant.

**Figure 3:**
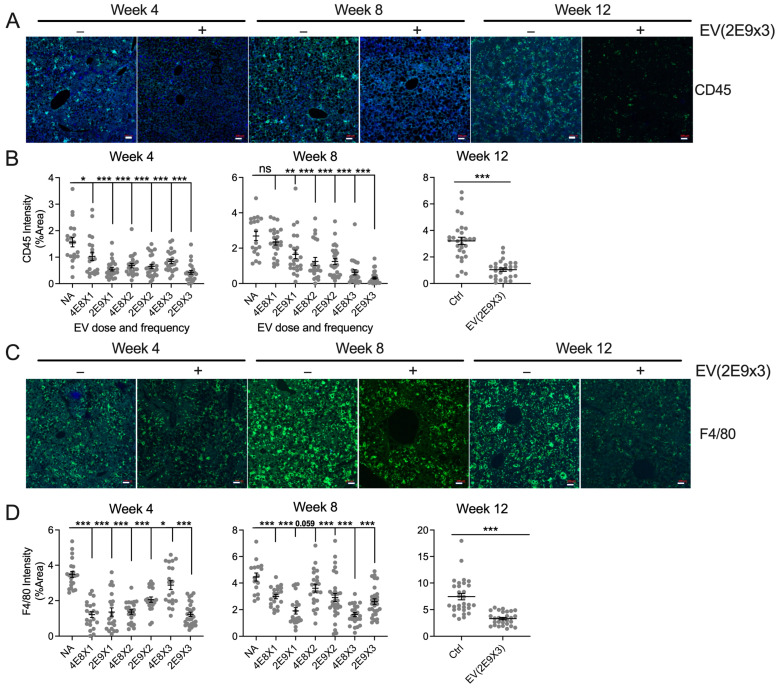
HepG2 EVs ameliorate liver inflammation. (**A**) Immunofluorescent detection of CD45 in liver sections from mice with no treatment or which were treated with HepG2 EVs at 2 × 10^9^ particles three times per week for 4, 8, or 12 weeks. (**B**) ImageJ quantification of CD45 intensity in mice receiving EV doses of 4 × 10^8^ or 2 × 10^9^ particles for 4, 8, or 12 weeks; the frequency of EV administration per week is shown as “X1” (once), “X2” (twice), or “X3” (three times). (**C**) Immunofluorescent detection of F4/80 in liver sections from mice with no treatment or which were treated with HepG2 EVs at 2 × 10^9^ particles three times per week for 4, 8, or 12 weeks. (**D**) ImageJ quantification of F4/80 intensity in mice receiving EV doses of 4 × 10^8^ or 2 × 10^9^ particles for 4, 8, or 12 weeks; the frequency of EV administration per week is shown as “X1” (once), “X2” (twice), or “X3” (three times). Scale bar = 100 μm for 4, 8 weeks, and 50 μm for 12 weeks. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.005. ns, non-significant.

**Figure 4:**
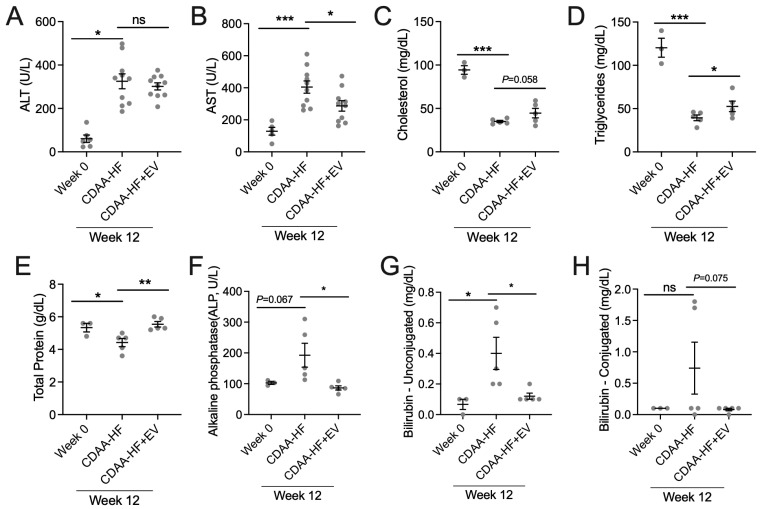
HepG2 EVs improve liver function serum markers. Serum levels of (**A**) ALT, (**B**) AST, (**C**) cholesterol, (**D**) triglycerides (**E**) total protein, (**F**) alkaline phosphatase, (**G**) unconjugated bilirubin, and (**H**) conjugated bilirubin in CDAA-HF-fed mice treated with or without HepG2 EVs (2 × 10^9^ particles three times per week) for 12 weeks. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.005. ns, non-significant.

**Figure 5:**
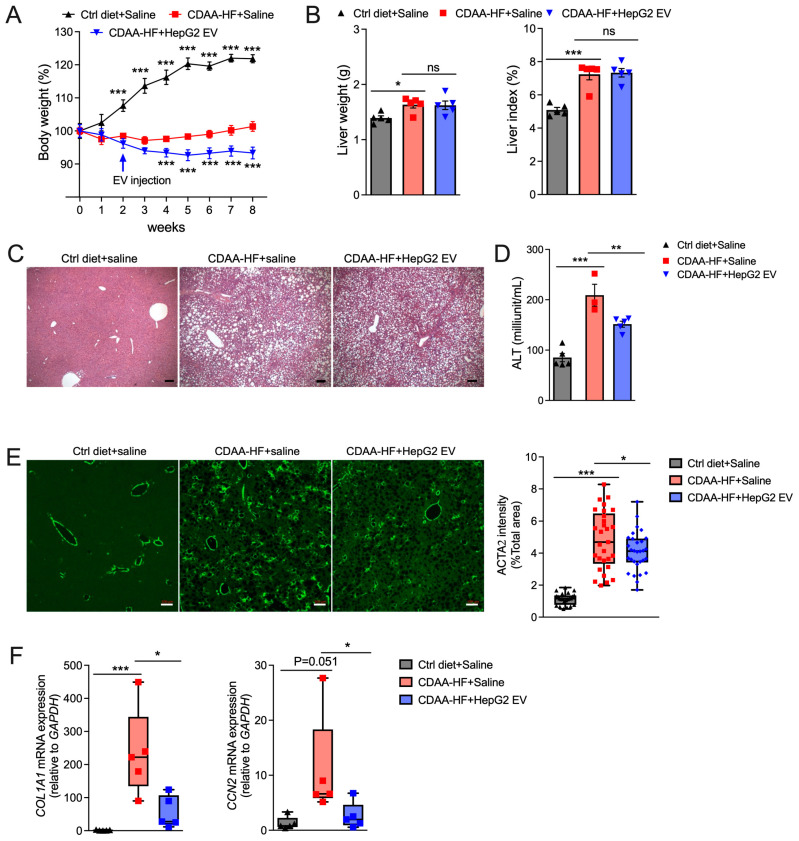
Therapeutic effects of HepG2 EV treatment in MASH mice. Mice were given a CDAA-HF diet or chow food for 8 weeks and HepG2 EVs or saline were administered from the end of the second week for 6 weeks. After sacrifice, livers were perfused, weighed, fixed, and processed for histology and RNA analysis, and blood was collected for serum analysis. (**A**) Weekly body weights normalized to body weight on first day of, but prior to, initiation of CDAA-HF feeding. (**B**) Liver index (liver weight/body weight). (**C**) H&E staining (scale bar = 50 μm). (**D**) Serum ALT. (**E**) Representative ACTA2 confocal immunostaining (scale bar = 100 μm); the panel to the right represents quantification of at least 3 fields from each mouse using ImageJ. (**F**) RT-qPCR for *COL1A1* and *CCN2*. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.005. ns, non-significant.

**Figure 6:**
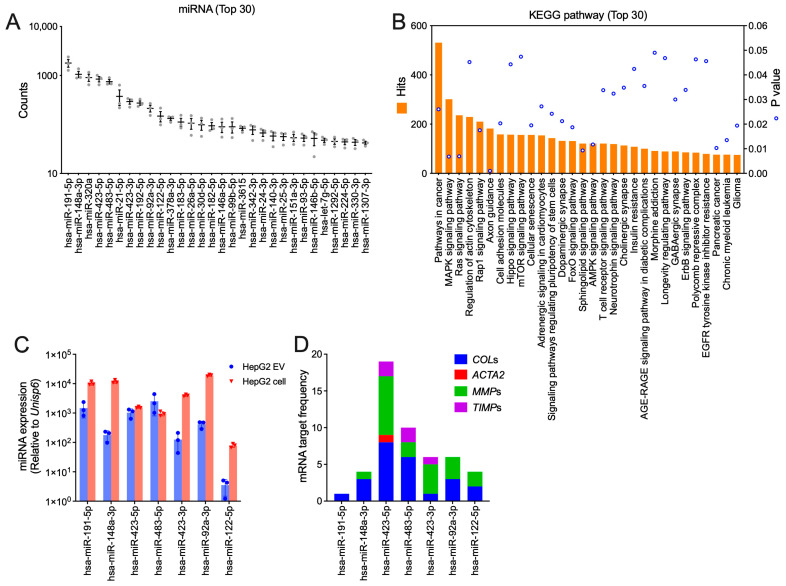
HepG2 EV miR profile and function prediction. Total HepG2 EV RNA was isolated and miR content and identity was determined by Illumina small RNA sequencing. (**A**) The most abundant 30 miRs out of 205 total are shown. (**B**) The 10 most abundant miRs from (**A**) were selected to search for potential mRNA targets on miRWalk, and a total of 10,636 predicted target genes were used for KEGG enrichment analysis. The top 30 KEGG pathways are shown. (**C**) RT-qPCR of selected miRs in HepG2 EVs or cells that are predicted to target (**D**) genes encoding fibrosis-associated RNAs (*collagen*s, *ACTA2*, *MMP*s, and *TIMP*s).

**Table 1:** Primers used for RT-qPCR.

Gene ID	Accession No.	Primer		Length (bp)
		Fwd Seq (5′-3′)	Rev Seq (5′-3′)	
*CCN2*	NM_010217	CACTCTGCCAGTGGAGTTCA	AAGATGTCATTGTCCCCAGG	111
*COL1A1*	NM_007742	GCCCGAACCCCAAGGAAAAGAAGC	CTGGGAGGCCTCGGTGGACATTAG	148
*ACTA2*	NM_007392	GGCTCTGGGCTCTGTAAGG	CTCTTGCTCTGGGCTTCATC	148
*COL3A1*	NM_009930	GCCCACAGCCTTCTACACCT	GCCAGGGTCACCATTTCTC	110
*GAPDH*	NM_002046	TGCACCACCAACTGCTTAGC	GGCATGGACTGTGGTCATGAG	87
*TIMP1*	NM_001044384	CCTATAGTGCTGGCTGTGGG	GCAAAGTGACGGCTCTGGTA	136
*MMP2*	NM_008610	GCAGCTGTACAGACACTGGT	ACAGCTGTTGTAGGAGGTGC	182
*RELN*	MMU24703	TTACTCGCACCTTGCTGAAAT	CAGTTGCTGGTAGGAGTCAAAG	73

## Data Availability

The original contributions presented in this study are included in the article/Supplementary Material. Further inquiries can be directed to the corresponding author. The small RNA-seq datasets generated for this study can be found in the GEO accession GSE286556.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/biomedicines13020274/s1: Table S1. Identity and abundance of miRs in HepG2 EVs; Table S2. Predicted binding sites in fibrosis-related targets of selected EV miRs; Movie S1. Video recording of HepG2 EV nanosight tracking analysis; Figure S1. Original Western blot raw data.

How the deposited data were processed for this re-analysis (not part of the article)

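Small RNA was measured in 3 batches of EVs from HepG2 cells. The mouse experiments and the RT-qPCR measurements were not analysed here. The authors prepared the libraries with a NEBNext kit, sequenced them on an Illumina MiniSeq, checked quality with miRTrace and deposited raw counts per miR and batch. The deposited counts were not normalized, although the paper's methods state that counts were normalized before the target search. The submitters' processing notes name the build GRCh38, and the aligner and the counting tool are not given in the sources used here. Adapter ligation depends on the sequence of a small RNA, so a share of counts is not a share of molecules, and near-identical miRs such as members of the let-7 and miR-320 families can share reads.

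From the counts, shares of the batch total, ranks by mean raw count, sums over 17 lists of miRs and log2 ratios of the 5p to the 3p arm were computed, with 0.5 added to both arms. A miR was called present with at least 2 counts summed over the batches. Differences between batches were tested for each miR with at least 30 counts in sum by a Monte Carlo version of the exact multinomial test (100000 draws), with Benjamini-Hochberg adjustment and a threshold of 0.05. The 3 batches entered this test alike. It compares libraries, not conditions. Every pair of libraries differed by more than sampling noise in a chi-square test over these miRs. Its Monte Carlo permutation p was 0.0001 for each pair, the smallest its draws can give. The chi-square, on 63 degrees of freedom, was 807 for batches 1 and 2, 725 for 1 and 3 and 130 for 2 and 3. No library was counted as a duplicate, but the test cannot exclude libraries made from the same RNA, since reads are not independent molecules. Arm ratios of 39 precursors were compared between the batches by a Monte Carlo test with fixed margins (20000 draws). The spread between batches was estimated as the common dispersion in edgeR with TMM factors.

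Tested on simulated counts with 20 changed miRs, at the depth of the 3 batches, the test between batches called on average 7.4 of 20 at a 1.5-fold change, 15.6 of 20 at a 2-fold change and 19.8 of 20 at a 3-fold change, with at most 0.8 unchanged miRs called. In these simulations the gain was taken from the 5 leading miRs, which were not counted. Each value is a mean of 5 draws that held counting noise only. The real batches had a biological coefficient of variation of 23.7%, so the number of unchanged miRs called does not carry over to them. Totals ran from 7933 to 10834 counts per batch. As an example of the precision, the 95% Wilson interval of the 0.719% of miR-30d-5p in batch 3 was 0.555% to 0.930%.

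Single results were computed for the 30 miRs with the highest mean raw count, those the paper names, the 10 with the smallest adjusted p between batches, those that make up over 10% of a list's counts, and every gene of Supplemental Table S2. The text names part of these, chosen after their values were seen, and COL1A1 as a gene outside them, and summarizes the others as counts. This rule, the lists, the test between batches and most alternatives were fixed before the data were examined, but Supplemental Table S1, which holds the same counts, had been read by then. The arm test and the tests of explanations were added later. The arm test first compared batch 1 with the others, a split seen in the data, and was replaced by one that treats the batches alike, as was the planned form of the GC test before it was run. Target predictions were taken from Supplemental Table S2 and recounted. Site sequences were matched to GENCODE 29 transcripts of GRCh38, and coordinates are 1-based. No genome sequence was used here, so copies of a site outside transcripts were not counted. Seed heptamers were counted in the longest annotated 3' UTR of 72 collagen, MMP, TIMP and ACTA2 genes and compared with heptamers of the same base composition. The enrichment of pathways was not analysed here.

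Alternatives covered the scaling (TMM and DESeq2 size factors), the filter on low counts, the way batches were combined, each batch left out in turn, the choice of prediction rows and the seed length. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 were used.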

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

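Several miRs and miR groups that the paper's text does not discuss stood above the level that a count of 0 allows in every batch. Only miRs among the 30 most abundant with a mean share of at least 1% are given, a limit set after the values had been seen. miR-21-5p made up 4.18% ± 2.72 (SD, n = 3 batches) of the counts, or 2.62% without replicate 1. The share was for miR-378a-3p 1.45%, miR-183-5p 1.21%, miR-26a-5p 1.16%, miR-30d-5p 1.08% and miR-182-5p 1.02%. Among the groups, the cluster of miR-183, miR-96 and miR-182 made up 2.24%, the miR-30 family 1.45%, the let-7 family 0.988% and the miR-200 family, which marks epithelial cells, 0.279%.

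For the difference between the batches, the tests on the leading miRs and on other cell types were chosen after the result was seen, and the one on base composition was repeated with corrected precursors after a first result was seen. The 3 batches differed in the shares of 24 of 64 tested miRs. RNA from other cell types stays open. The summed share of the blood cell, endothelial, stromal and muscle lists was 0.230%, 0.0738% and 0.101% in batches 1, 2 and 3, highest in batch 1 as was miR-21-5p. It ranged over 0.156 percentage points, against 4.84 for miR-21-5p, but the bound set on this range assumed how much of these lists other cells would bring, which was not measured, and the leading miRs of the lists, miR-145-5p and miR-126-3p, had only 13 and 11 counts in all batches together. Lower shares of the 5 leading miRs, which would raise all others alike, did not account for the whole pattern, since 15 of 59 miRs still differed with totals taken without those 5, although only 8 of the 15 were among the 24. A trend with base composition stays open, as the largest Spearman's rho between precursor GC content and a batch's deviation was 0.153 across 64 miRs, which are not independent replicates (permutation p = 0.225, adjusted p = 0.680 over 6 correlations), a size that neither shows nor excludes it. Each batch is 1 library, so differences between cultures, collections and library preparations cannot be told apart, and no biological explanation was tested, as the design holds 1 condition.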

How the results depend on the processing

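No paired analysis was possible because there is only 1 group of samples, so none could be paired across groups, and miRs and arms were compared within batches. The alternatives chosen after seeing the data were full seed pairing, heptamers matched on CpG, the central 14 bases of a site, the spread without each batch and the shares of named miRs under other ways to combine batches. The same 5 miRs led under each of 8 alternatives (4 scalings or averages, 1 filter and 3 left-out batches). This outcome was fixed in advance, because these miRs took ranks 1 to 5 in each batch. The shares of the top 5 and top 30 moved by less than 1 SD in 6 of 6 alternatives. For the 3 left-out batches this was fixed as well, since leaving out 1 of 3 values cannot move a mean by 1 SD. The number of miRs present was 316 with at least 1 count in any batch, 125 with 1 in every batch, 99 with 10 in sum and 54 with 10 in every batch. The miRs that differed between batches numbered 24, 15 with totals without the 5 most abundant miRs, and from 4 (without replicate 1, of 50 tested) to 18 without 1 batch; TMM gave 22 and DESeq2 size factors 21, of which 14 each were among the 24. With these scalings 8 and 8 calls were highest in batch 1, against 19. For single named miRs, alternatives ended a call in 42 comparisons, 13 of them without replicate 1, and made one in 17. The biological coefficient of variation was 23.7%, and from 10.8% without replicate 1 to 27.5% without replicate 3. The blood cell, muscle, 14q32 and C19MC lists fell to 0% among miRs with a count in every batch. Counting only predictions marked as a seed match, miR-191-5p had 0 targets, miR-483-5p 5 and miR-92a-3p 2. With TargetScan or miRDB required, miR-423-5p, miR-483-5p and miR-92a-3p had 1 each, miR-148a-3p 2, and miR-122-5p, miR-191-5p and miR-423-3p 0. With full seed pairing, miR-423-5p had 2, miR-148a-3p and miR-483-5p 1 each, and the other miRs 0. In 3' UTRs of fibrosis-related genes, seed 7mers of miR-122-5p, miR-148a-3p, miR-191-5p, miR-423-3p, miR-423-5p, miR-483-5p and miR-92a-3p were in 5, 11, 3, 1, 10, 4 and 8 genes, 6mers in 24, 31, 10, 6, 31, 10 and 18, and 8mers in 1, 6, 0, 0, 3, 0 and 5. Against heptamers with the same number of CpG, the share found in at least as many genes was 0.448 for miR-191-5p, 0.818 for miR-423-5p and 0.288 for miR-483-5p, with the count on the other side of the mean; the cause was not tested. Copies of sites in the genome were not run. With no filter 20 of 316 miRs differed, 17 of them among the 24. Depth limits the number of miRs present, which fell to 119 when the pooled counts were thinned to 25%.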

Differences from the paper's values

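The paper's number of 205 miRs was met with at least 2 counts in sum, and in the settings used in the text no value differed from the paper's by over 1.5 times. Other minimums did, with 316, 125, 99 and 54 miRs. They were set before the deposited files were examined, but after the same counts in Supplemental Table S1 had been read. Targets that TargetScan or miRDB also predicts differed as well, 1 for miR-423-5p and 1 for miR-483-5p. So did those of miR-483-5p marked as a seed match, 5. Within the gene families, the TIMP genes fell to 1 for both miRs with a marked seed match, and for miR-483-5p with binding probability 1, and the MMP genes of miR-483-5p fell to 0 with a marked seed match. With TargetScan or miRDB required, the collagen genes of both miRs fell to 0, the MMP genes to 1 for miR-423-5p and 0 for miR-483-5p, and the TIMP genes to 0 and 1. For miR-423-5p, 21 target symbols were counted in Supplemental Table S2, or 20 without MMP24OS, against the paper's 19, and 9 collagen genes against the paper's 8. Its MMP symbols were 9, or 8 without MMP24OS, as in the paper. Counting only predictions with binding probability 1, an alternative set before the data were examined, gave 19 symbols, with 9 collagen genes and 7 MMP genes. For miR-483-5p, the 10 symbols of the whole table and their split into 6, 2 and 2 matched. For the other 5 miRs the paper's text gives a larger upper end of the range than the highest count here, 6, which is also the highest in Fig. 6D. The discussion names MMP16 as a target of miR-148a-3p, while the table lists MMP15 as its only MMP gene, and MMP16 for miR-92a-3p and miR-423-5p. The paper's discussion places predicted sites in either UTR, and all 69 rows of the table are marked as 3' UTR.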

Other observations

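The test of the arm ratios, the heptamers matched on CpG and the search for heptamers inside listed sites were chosen after the values had been seen. In a list of 8 miRs that the paper names from EVs of other sources, which leaves out miR-483-5p, also named from serum EVs, miR-192-5p, miR-122-5p and miR-24-3p (0.732% ± 0.169, SD, n = 3 batches) held nearly all of the list's 5.44% ± 0.763 of the counts. miR-106b-5p had 7 counts in the 3 batches together, miR-96-5p 4, miR-223-3p 1 and miR-199a-5p 0, and miR-627-5p is not among the names in the table. Imprinted and placental clusters were near the floor, with 0.0149% for the 14q32 list and 0.0288% for the list of C19MC and miR-371 to miR-373, while both arms of miR-483 made up 8.59% ± 0.187.

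The arm ratio differed between the 3 batches for 3 of 39 precursors, all of them among those the paper followed up, and 8 of 39 had an unadjusted p under 0.05. For miR-423 the log2 ratio of 5p to 3p was 1.02, 1.57 and 1.96 in batches 1, 2 and 3, for miR-483 it was 3.60, 4.67 and 4.71, and for miR-148a -5.28, -7.51 and -6.89 (adjusted p of 0.000975, 0.00325 and 0.000975 in the exact test by Monte Carlo draws, the first being the smallest that the draws gave). Of the 39, the 5p arm led in every batch for 17 and the 3p arm for 21. The 3 precursors are also among the most abundant, so the test had more counts for them than for most others. Precursors with no count on 1 arm in any batch, such as miR-192 and miR-342, could not differ. They are still among the 39 and enter the adjustment.

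Few listed sites pair fully with the seed, and whether few seed heptamers in the 3' UTRs account for this stays open. Over the 7 miRs, 42 pairs of a miR and 1 of 72 fibrosis-related genes had the heptamer in the gene's longest 3' UTR, and in 39 of them no listed site holds it. Conversely, of the 51 listed pairs whose gene was searched, 9 had the heptamer in that 3' UTR. MMP24OS, which is not among the 72 genes, and other isoforms were not searched. The seed heptamer of miR-423-5p occurred in 10 of the genes, of which 5 are listed for this miR, and of these 10 only MMP14 has a listed site that holds it. For comparison, 41 heptamers of the same base composition occurred in 6.44 genes on average (SD 5.61), a share of 0.220 of them in at least as many, and the 11 with the same number of CpG in 14.1. This comparison does not bear on which sites the table lists. COL1A1, whose expression the paper measured in mouse liver, is among the 5 genes not listed, with the heptamer on the minus strand of chromosome 17 of human GRCh38 from 50184852 to 50184858. Whether any of these sites is bound was not tested.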
